# HIF2 Regulates Intestinal Wnt5a Expression

**DOI:** 10.3389/fonc.2021.769385

**Published:** 2021-11-25

**Authors:** Carolina J. García García, Ariana C. Acevedo Diaz, Neeraj Kumari, Suman Govindaraju, Marimar de la Cruz Bonilla, F. Anthony San Lucas, Nicholas D. Nguyen, Iancarlos Jiménez Sacarello, Helen Piwnica-Worms, Anirban Maitra, Cullen M. Taniguchi

**Keywords:** radiotherapy, intestinal stem cells, GI radiotoxicity, hypoxia, HIF2, Wnt5a

## Abstract

Radiation therapy for abdominal tumors is challenging because the small intestine is exquisitely radiosensitive. Unfortunately, there are no FDA-approved therapies to prevent or mitigate GI radiotoxicity. The EGLN protein family are oxygen sensors that regulate cell survival and metabolism through the degradation of hypoxia-inducible factors (HIFs). Our group has previously shown that stabilization of HIF2 through genetic deletion or pharmacologic inhibition of the EGLNs mitigates and protects against GI radiotoxicity in mice by improving intestinal crypt stem cell survival. Here we aimed to elucidate the molecular mechanisms by which HIF2 confers GI radioprotection. We developed duodenal organoids from mice, transiently overexpressed non-degradable HIF2, and performed bulk RNA sequencing. Interestingly, HIF2 upregulated known radiation modulators and genes involved in GI homeostasis, including *Wnt5a*. Non-canonical Wnt5a signaling has been shown by other groups to improve intestinal crypt regeneration in response to injury. Here we show that HIF2 drives *Wnt5a* expression in multiple duodenal organoid models. Luciferase reporter assays performed in human cells showed that HIF2 directly activates the *WNT5A* promoter *via* a hypoxia response element. We then evaluated crypt regeneration using spheroid formation assays. Duodenal organoids that were pre-treated with recombinant Wnt5a had a higher cryptogenic capacity after irradiation, compared to vehicle-treated organoids. Conversely, we found that *Wnt5a* knockout decreased the cryptogenic potential of intestinal stem cells following irradiation. Treatment with recombinant Wnt5a prior to irradiation rescued the cryptogenic capacity of *Wnt5a* knockout organoids, indicating that Wnt5a is necessary and sufficient for duodenal radioprotection. Taken together, our results suggest that HIF2 radioprotects the GI tract by inducing Wnt5a expression.

## Introduction

Radiation is one of the four pillars of cancer care, with approximately half of cancer patients receiving radiotherapy at some point of their treatment regimen (1). Similar to chemotherapy, the efficacy of radiotherapy is limited by normal tissue toxicity. This toxicity is especially limiting in the case of abdominal and pelvic cancers, which are surrounded by the exquisitely radiosensitive gastrointestinal (GI) tract, and they require high doses of radiation to achieve tumoricidal effects (2). Multiple studies have highlighted how common GI radiotoxicity is among cancer patients (3–5). Results from a Phase 3 clinical trial showed that over a third of patients treated with 45 Gy or 50.4 Gy four-field pelvic radiotherapy or pelvic intensity-modulated radiotherapy reported GI symptoms following radiation treatment (6). Consequently, abdominal radiotherapy for cancers of the hepatobiliary tract and pancreas are administered at sub-curative doses to avoid GI radiotoxicity. Recent clinical trials have shown that dose-escalated radiotherapy using highly precise 3D conformal radiation techniques, such as stereotactic body radiotherapy and intensity-modulated radiotherapy, can improve outcomes (7–9), but these techniques still cannot fully avoid the small intestines (10). Furthermore, these sophisticated techniques are not widely accessible, as they require specialized expertise that is limited to some academic centers. Thus, an alternative to reduce GI radiotoxicity in cancer patients is to use a radioprotector to prevent radiation-induced damage and/or to improve GI repair following radiotherapy (9).

There are currently no FDA-approved radioprotectors of the GI tract. The intestine has a physiological hypoxia gradient that arises due to its vascular anatomy, and the hypoxia-inducible factors (HIFs) regulate various genes required for intestinal barrier function (11). The HIFs are transcription factors which are hydroxylated by the EGLN family of prolyl hydroxylases in the presence of oxygen, iron, and 2-oxoglutarate, allowing the von Hippel-Lindau E3 ubiquitin ligase complex to bind and tag HIFs for proteasomal degradation (12–19). The stabilization of HIFs through hypoxia or EGLN inhibition allows them to regulate cell metabolism and survival (12), induce tissue remodeling (20), increase epithelial integrity (21), and promote stem cell survival (13). There are two main HIF isoforms: HIF1 and HIF2. Our group has previously shown that stabilization of HIF2, but not HIF1, significantly reduces GI radiotoxicity without sparing hypoxic pancreatic tumors (22, 23). However, the mechanisms by which HIF2 confers radioprotection to the small intestine remain unclear.

In the current study, we generated a 3D murine small intestinal organoid model system (24), transiently overexpressed a non-degradable *HIF2* allele (25), and performed whole transcriptomic analysis to gain insight in this regard. We found that HIF2 directly induces Wnt5a expression, a non-canonical Wnt family glycoprotein, in both murine and human cell lines, by activating its promoter. Like other Wnt family members, Wnt5a plays an important role in the in the embryonic development and subsequent homeostasis GI tract, and enhances regeneration following injury (26, 27). Here, we show that Wnt5a is necessary for small intestinal crypt regeneration following radiation and that addition of exogenous Wnt5a to duodenal 3D organoid cultures improves their cryptogenic capacity. Together, our data indicate that HIF2 radioprotects the small intestine, at least in part, by inducing Wnt5a expression.

## Materials and Methods

### Cell Lines and Reagents

L-WRN cells were obtained from the ATCC (CRL-3276). HEK293-derived Adherent-293 (AD-293) cells were obtained from Stratagene (240085). CBRLuc-mCherry reporter murine duodenal organoids were a gift from Dr. Helen Piwnica-Worms (28). Murine duodenal organoids were cultured at 37°C in 5% CO_2_ and 5% O_2_, while all other cell lines were cultured at 37°C in standard 5% CO_2_ incubators. All cell lines were authenticated by short tandem repeat profiling and were confirmed to be *Mycoplasma* free. Recombinant human/mouse Wnt5a was purchased from R&D Biosystems (645-WN-010-CF).

### Mice

All experimental mouse work adhered to the standards articulated in the Animal Research: Reporting of *In Vivo* Experiments guidelines. Additionally, all mouse work was approved by the Institutional Animal Care and Use Committee of The University of Texas MD Anderson Cancer Center. Mice were maintained on a 12-hour light/dark cycle and were provided with sterilized water and standard rodent chow (Prolab Isopro RMH 3000 irradiated feed) *ad libitum*. C57BL/6 mice (RRID : IMSR_JAX:000664), *Wnt5a^fl/fl^* mice (RRID : IMSR_JAX:026626) (29), and *R26-LSL-hHIF2a^dPA^* mice (RRID : IMSR_JAX:009674) (25) were obtained from Jackson Laboratories.

### Generation of 3D Small Intestinal Organoids

L-WRN conditioned media was prepared as previously described (24, 28). Briefly, L-WRN cells were maintained in DMEM high glucose media (Sigma, D6429) supplemented with 10% (v/v) FBS (Sigma, F4135, 1% (v/v) Penicillin/Streptomycin (Sigma, P4333), 500 μg/ml Hygromycin B Gold (*In vivo*Gen, ant-hg-1), and 500 μg/ml G418 (Sigma, G8168). Once cells were confluent, the media was replaced with Advanced DMEM/F12 media (Gibco, 12634010) supplemented with 10% (v/v) FBS, 1% (v/v) Penicillin/Streptomycin, and 2 mM L-glutamine (Sigma, G7513). Conditioned media was collected for six days, centrifuged at 3,000 rpm for 5 minutes, vacuum filtered through a 20 μM PES membrane (Thermo Scientific, 567-0020), and stored at -80°C.

Duodenal crypts were isolated from C57BL/6 mice, *R26-LSL-hHIF2a^dPA^* mice, and *Wnt5a^fl/fl^* mice, and 3D organoid cultures were established as previously described (24, 28). For all steps in this protocol, EDTA (Sigma-Aldrich, E7889) was added fresh to both PBS (Cytiva, SH30256.LS) and HBSS without calcium and magnesium (Gibco, 14025092) to a final concentration of 2 mM, and kept on ice. Mice were humanely euthanized by CO_2_ inhalation followed by cervical dislocation. The duodenum was measured 1 cm below the pylorus, and 4 cm were resected and flushed with PBS/EDTA, then incubated on fresh PBS/EDTA for 10 min on ice, and finally transferred to ice-cold HBSS/EDTA. Duodenal samples were then serially vortexed at 1,600 rpm at 4°C, in fresh HBSS each time, for 5 min, 3 min, and 8 min. Supernatants from the second and third vortexes were combined and passed through 70-μm strainers (Corning, 431751) to isolate crypts and remove any villi that might remain after the washes. Duodenal crypts were pelleted at 1,000 rpm at 4°C, then washed in Advanced DMEM/F12 supplemented with 10% (v/v) FBS, 1% (v/v) Penicillin/Streptomycin, and 2 mM L-glutamine, and re-centrifuged as before. The pelleted crypts were resuspended in 50% (v/v) Matrigel (Corning, 354234) diluted with the crypt washing media, and then were seeded as domes into 24-well plates (Corning, 3524). After Matrigel solidification at 37°C, the duodenal organoids were cultured in 50% (v/v) L-WRN conditioned media supplemented with 10 mM Y27632 (ROCK inhibitor; Sigma-Aldrich, Y0503) and 10 μM SB431542 (TGF-β RI Kinase Inhibitor VI; Sigma-Aldrich, 616461). The culture media was refreshed every other day and the organoids were passaged every third day.

### Adenoviral Transduction

Ad-GFP (VVC-U of Iowa-4, Ad5CMVeGFP), Ad-Cre (VVC-U of Iowa-5, Ad5CMVCre), and Ad-Cre-GFP (VVC-U of Iowa-1174, Ad5CMVCre-eGFP) viral vectors were provided by the University of Iowa Viral Vector Core (http://www.medicine.uiowa.edu/vectorcore). Ad-human HIF1 and Ad-human HIF2 viral vectors were previously produced (30) using hHIF1 (Addgene #18955) and hHIF2 plasmids (Addgene #18956) that contain double proline-to-alanine substitutions which render them nondegradable by VHL (31). Duodenal organoids were transduced after at least three passages. First, organoids were harvested by incubation with Cell Recovery Solution (Corning, 354253) for 30 min on ice, then centrifuged at 1,000 rpm for 5 min at 4°C, and then washed with cold PBS. Organoids were then digested into single intestinal stem cells (ISCs) *via* mechanical digestion while incubating in TrypLE (Gibco, 12605010) supplemented with 10 μM Y27632 and 500 μM N-acetylcysteine (Sigma-Aldrich, A0737) for 5 min at 37°C. To neutralize TrypLE, cold Advanced DMEM/F12 media supplemented with 10% (v/v) FBS, 1% (v/v)  Penicillin/Streptomycin, 2 mM L-glutamine, 10 μM Y27632, and 10 μM SB431542 was added and the ISC suspension was centrifuged at 1,500 rpm for 5 min at 4°C. Single ISCs were resuspended in Advanced DMEM/F12 supplemented as described above and passed through a 35-μM strainer (Corning, 352235). Single ISCs were stained with Trypan Blue (Bio-Rad, 1450021) and counted on a TC20 Automated Cell Counter (Bio-Rad). Duodenal ISCs were transduced with adenoviral particles at MOI rates of 50 particles per cell for 1.5 h at 37°C. Afterwards, transduced ISCs and leftover adenoviral particles were resuspended in 50% (v/v) Matrigel, seeded into 24-well plates, and cultured in 50% (v/v) L-WRN conditioned media supplemented with 10 μM Y27632, 10 μM SB431542, and 10 mM Nicotinamide (Sigma-Aldrich, N3376). RNA purification of duodenal organoids was done approximately 72 hours post-transduction.

### Western Blotting

Duodenal organoids were released from Matrigel by incubation with Cell Recovery Solution for 30 min on ice, then centrifugation at 1,000 rpm for 5 min at 4°C, followed by washing with cold PBS. Organoids were then lysed in M-PER mammalian protein extraction reagent (Thermo Fisher Scientific, 78501) supplemented with protease inhibitor (Roche Life Science, 11836170001) and phosphatase inhibitor (Roche Life Science, 4906837001), and then denatured with 4x Laemmli sample buffer (Bio-Rad, 1610747). Equal cell protein lysate amounts were resolved on SDS-PAGE gel (Bio-Rad, 4568034) and transferred onto a nitrocellulose membrane (Bio-Rad, 1620215) using a Trans-Blot Turbo transfer system (Bio-Rad). After blocking with 5% (w/v) skim milk powder (Bio-Rad, 1706404XTU) in TBS-T for 1h at room temperature, the membrane was probed with primary antibodies diluted in Superblock T20 (ThermoFisher Scientific, 37536) at 4°C overnight. Anti-HIF2α rabbit (Novus Biologicals, NB100-122) was used at 1:500 and anti-β-actin rabbit (Cell Signaling Technology, 4970S) was used at 1:1,000. The membrane was then washed and incubated with HRP-conjugated secondary antibody for 1h. The membrane was developed with Clarity Western ECL Substrate kit (Bio-Rad, 1705061) and visualized using a ChemiDoc imaging system (Bio-Rad). Relative protein expression was quantified based on band intensity using ImageJ software (RRID : SCR_003070) and normalized to control group.

### RNA Purification and Quantitative Real Time-PCR Analysis

Duodenal organoids were released from Matrigel as indicated above, then homogenized by vortexing and vigorously pipetting, and then RNA was purified using an RNeasy mini kit following the manufacturer’s handbook (Qiagen, 74106). Reverse transcription was performed with a mix of random primers and oligos using an iScript cDNA Synthesis kit (Bio-Rad, 1708891). Next, qRT-PCR was performed using SYBR Green Master mix (Bio-Rad, 1725124) and the primer assays listed on **Supplementary Table 1**, on a CFX384 Real-time system (Bio-Rad). Relative gene expression and fold change was calculated using *Hprt* and *Tbp* as reference genes.

### RNA Sequencing and Analysis

Duodenal organoids from C57BL/6 mice transduced with either Ad-GFP, Ad-hHIF1, or Ad-hHIF2 were harvested and RNA was purified using an RNeasy mini kit. RNA purity and concentration were measured using an Epoch Microplate Spectrophotometer with a Take3 Micro-Volume Plate, and Gen5 software (v2), all from BioTek Instruments, Inc. Library preparation and sequencing were performed in the Sequencing and Microarray Facility at MD Anderson Cancer Center. The raw sequencing data was downloaded from the core server and low-quality reads were removed and Q20 and GC contents were calculated. Transcript abundance was quantified using the RSEM software package (RRID : SCR_013027) (32). Differential expression analysis was performed using EBSeq software package (RRID : SCR_003526) (33). **Supplementary Tables 2** and **3** show the output differential expression gene matrix for Ad-HIF2 and Ad-HIF1, respectively, compared to Ad-GFP.

### *WNT5A* Promoter Analysis and Dual Luciferase Assays

The human WNT5a promoter from −2000 to +200 nucleotides from the +1 transcriptional start site (34) was synthesized directly into the KpnI- and XhoI-flanked region of the pUC57 vector (Genscript, SD1176). All mutant promoters were synthesized in a similar fashion. The specific sequences of the mutations can be found in **Supplementary Figure 2**. The KpnI- and XhoI-flanked fragments of each of the promoter constructs were excised and then ligated into the compatible BglII- and HindIII-flanked sites in the pGL4.10[*luc2*] vector (Promega, E6651). AD-293 cells were cultured in DMEM supplemented with 10% FBS and 2 mM L-Glutamine. Cells were transfected using Xfect Transfection Reagent (TakaraBio, 631318) using the manufacturer’s standard protocol. For instance, a 96-well opaque plate was seeded with 9.5 x 10^3^ cells/well and transfected with 0.08 μg of hHIF1 plasmid, hHIF2 plasmid, or control GFP plasmid (Addgene #26822), 0.09 μg of *WNT5A*-luciferase construct, and 9 ng of *Renilla* luciferase, along with Xfect polymer. The transfected cells were incubated for 48 h in Opti-MEM media (Gibco, 31985070). Dual luciferase assays were performed using the Dual-Glo^®^ Reagent (Promega, E2940) kit according to manufacturer’s instructions. The luminescence data was measured on a Cytation 3 luminometer (Biotek Instruments, Inc.). Luciferase signal was normalized to Renilla signal, and then *WNT5A* promotor transactivation was calculated as a fold change over control GFP plasmid transfection.

### Spheroid Formation Assays

Spheroid Formation Assays were performed as previously described (28), using a murine duodenal Click Beetle Red Luciferase-mCherry (CBRLuc-mCherry) reporter organoid line and *Wnt5a^fl/fl^* duodenal organoids. Briefly, duodenal organoid cultures were exposed to the indicated pre-radiation treatments and then irradiated using an X-Rad 320 cell irradiator (Precision X-Ray). Immediately after irradiation, the duodenal organoids were harvested using Cell Recovery Solution and then digested into single ISCs using TrypLE supplemented with Y27632 and N-Acetylcysteine, followed by filtering through a cell strainer as detailed above for Adenoviral Transduction. Live cells were quantified using ViaStain™ AO/PI Staining Solution (Nexcelom, CS2-0106) in a Cellometer^®^ Vision CBA Image Cytometer (Nexcelom). Live duodenal ISCs were seeded in Matrigel in 24-well culture plates at a density of 5,000 cells/well. Organoids were maintained in 50% L-WRN conditioned media supplemented with 10 μM Y27632 and 10 μM SB431542 for six days, then surviving cells were assessed *via* bioluminescence or z-stack imaging. For quantification of bioluminescence, organoids were incubated with 300 μg/ml of D-Luciferin Firefly (Gold Biotechnology, L-123) in the media for 20 min at 37°C, and measurements were taken using a CLARIOstar plate reader (BMG Labtech). Sample wells were first normalized to blank Matrigel wells, and then to unirradiated controls. Z-stack images covering the entire Matrigel dome area were taken using a Cytation 3 Cell Imaging Multi-Mode Reader (Biotek Instruments, Inc.). Z-stack images were stitched using Photoshop version 19.1.7 (RRID : SCR_014199) and viable organoids measuring at least 150 μm were manually quantified using ImageJ version 1.52q (RRID : SCR_003070). For organoids analyzed *via* z-stack imaging, the surviving fraction was calculated as described previously (35).

### Statistical Methods

All statistical analyses were performed using GraphPad Prism^®^ V.8 (San Diego, CA; RRID : SCR_002798), with a significance level of α = 0.05. Dunnett’s multiple comparisons test was used to analyze Dual Luciferase Assays.

## Results

### Transcriptomic Analysis of HIF2 Overexpression in Small Intestinal Organoids by RNA Sequencing

To gain insight into how the HIFs regulate GI biology and to understand the mechanisms by which HIF2 confers radioprotection to the small intestine, we generated a 3D murine small intestinal organoid model system. We harvested duodenum crypts of wild-type C57BL/6 mice, seeded them in basement membrane matrix (Matrigel), and cultured them in conditioned media containing Wnt3a, R-spondin 3, and noggin (**Figure 1A**) (24). These conditions enrich for intestinal stem cells (ISCs), which self-assemble into crypt-like 3D structures that are able to recapitulate the small intestinal crypt *ex vivo* (36). We then transiently overexpressed a non-degradable *HIF1* or *HIF2* allele (25), which contain mutations in the two key prolyl residues that are hydroxylated by the EGLN proteins, rendering them stable even under normoxic conditions, using adenoviral particles (**Figure 1A**). 

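RNA sequencing covered 9 duodenal organoid cultures, 3 transduced with Ad-GFP as control, 3 with Ad-hHIF2 and 3 with Ad-hHIF1. Each adenovirus was given at 50 particles per cell and RNA was purified about 72 hours later. Ad-GFP carries only green fluorescent protein and controls for the transduction itself. The authors removed low-quality reads and quantified transcripts with RSEM, which shares reads that match several transcripts between them, so that a gene's expected count need not be a whole number. The deposited expected counts of 46517 genes were used here without the authors' downstream normalization. The expected counts summed to 21722618 to 39763093 per Ad-GFP sample, with a median of 38500068. The Ad-hHIF2 samples summed to 30129257 to 51119041, with a median of 33412752. The Ad-hHIF1 samples summed to 25206650 to 38357285, with a median of 34006559. Counts were rounded to whole numbers, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, after removal of low-count genes with filterByExpr. Each HIF was compared with Ad-GFP in a fit of its own 6 samples. The authors tested with EBSeq, which was not used here. Genes were called at an adjusted p below 0.05 and at least a 2-fold change. Reads of the human transgenes reach these files only as far as they were assigned to the mouse genes. Epas1, which encodes mouse HIF2α, was at 672.1 ± 78.1 CPM (normalized counts scaled to library size) (SD, n = 3) in Ad-hHIF2 organoids and 1.77 ± 0.382 (SD, n = 3) in Ad-GFP organoids. This was a log2 fold change of 8.60 (standard error 0.185, adjusted p = 8.06e-08, edgeR). Hif1a was at 309.0 ± 9.96 CPM (SD, n = 3) in Ad-hHIF1 organoids and 219.7 ± 28.0 (SD, n = 3) in Ad-GFP organoids. Its log2 fold change was 0.49 (standard error 0.104, adjusted p = 0.486, edgeR), with all 3 Ad-hHIF1 samples above all 3 Ad-GFP samples.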

We confirmed adenoviral-mediated HIF overexpression by both western blot and qRT-PCR, and then performed RNA sequencing (**Figures 1A–C**).

**Figure 1:**
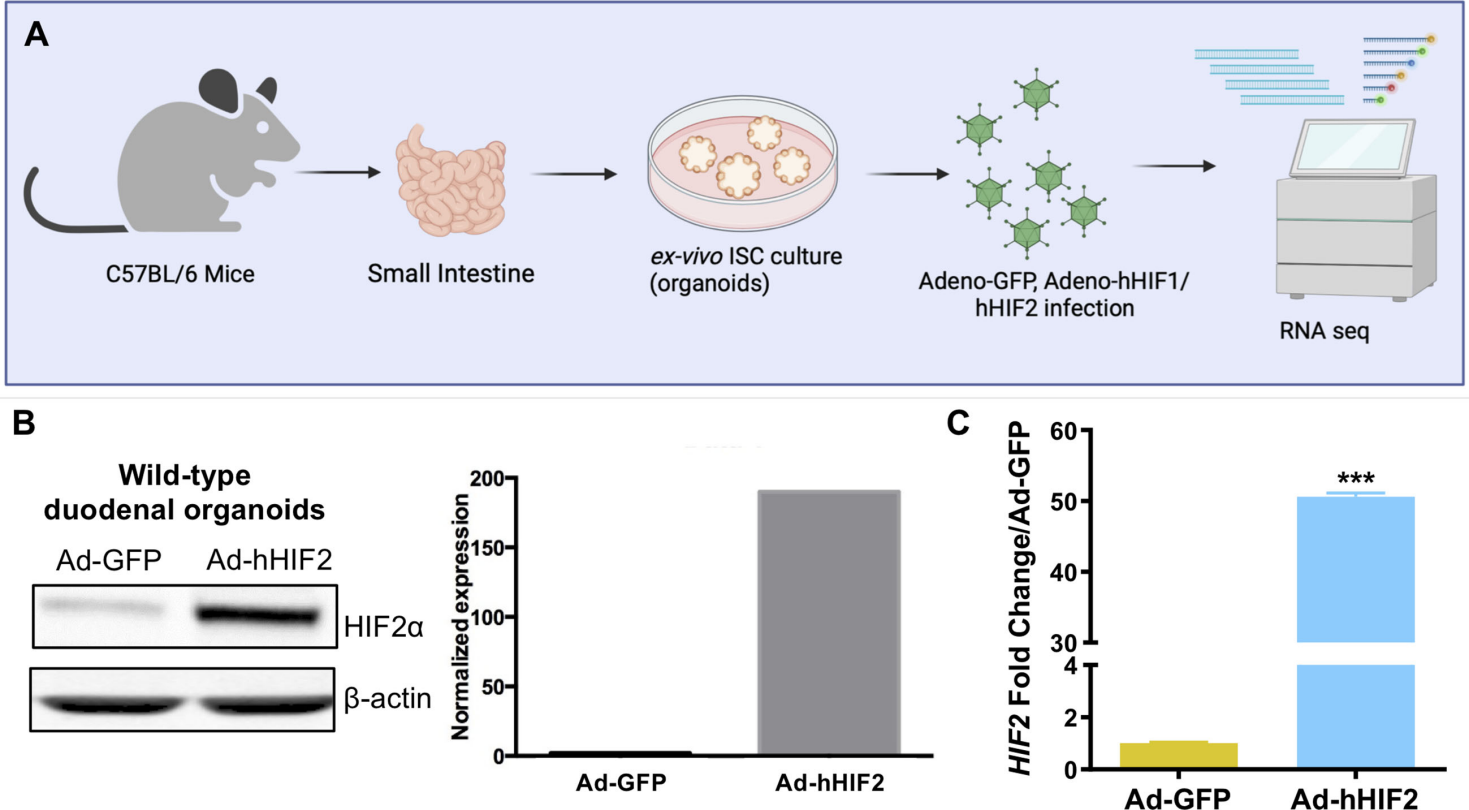
HIF2 overexpression in ISC-enriched duodenal organoid cultures. **(A)** Experimental design to generate 3D murine small intestinal organoid model system. Duodenal organoids were transduced with Adenovirus-human HIF1 (Ad-hHIF1), Ad-hHIF2, or Ad-GFP as control, and then RNA sequencing was performed. **(B)** Validation of adenovirus-mediated gene transfer by Western blot (*left*) and its quantification (*right*). **(C)** Validation of adenovirus-mediated gene transfer by qRT-PCR. All error bars represent mean ± SEM. ***P < 0.001, by Student’s *t* test.

Among thousands of coding transcripts assessed, 1,113 genes exhibited significant differential expression between control GFP- and HIF2-overexpressing duodenal organoids (**Figure 2A** and **Supplementary Table 2**). 

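Of 14987 genes tested between Ad-hHIF2 and Ad-GFP organoids, 4416 had an adjusted p below 0.05 in edgeR's quasi-likelihood test, and 1009 of these also changed at least 2-fold. Before adjustment, 6175 genes had a p below 0.05. The samples share the replicate numbers 1, 3 and 4, and the deviations of same-numbered Ad-hHIF2 and Ad-GFP samples from their group means correlated at 0.093 on average, against -0.046 for differently numbered samples. With the replicate number as a block, 437 genes were higher and 599 lower. The setting that moved the total most under the same thresholds was limma on log2(TPM + 1), which called 237 genes. On that scale a pseudocount of 1 compresses the change of genes with low expression. The common biological coefficient of variation in the 6 samples was 0.165. The 6 samples were not duplicates of each other, since the closest pair of Ad-GFP samples still differed by a chi-square of 26.3 per degree of freedom.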

All the differentially expressed genes with statistical significance were selected with *p* < 0.05, False Discovery Rate (FDR) < 0.05, and at least 2-fold change. 

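Among the genes called in Ad-hHIF2 organoids, 435 were higher and 574 lower than in Ad-GFP organoids. All 435 higher genes had every Ad-hHIF2 sample above every Ad-GFP sample, and 565 of the 574 lower genes had every Ad-hHIF2 sample below. The lower genes were less often protein-coding, at 60.8% against 93.3% of the higher genes. Of the lower genes, 368 carried expected counts that were not whole numbers in at least 1 sample, so that part of their reads was shared with other genes. With each of the 6 samples left out in turn, the higher genes numbered 393 to 453 and the lower genes 381 to 546. In a principal component analysis of all 9 samples, the first component held 38.3% of the variance. The 3 Ad-hHIF2 samples lay between 44.5 and 63.3 on it, and the 3 Ad-GFP samples between -41.1 and -7.6. Average-linkage clustering of the 6 Ad-hHIF2 and Ad-GFP samples over all expressed genes split off Ad-GFP replicate 4 alone before it separated the conditions.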

Hierarchical clustering analysis revealed a total of 461 upregulated genes and 652 downregulated genes (**Supplementary Table 2**). 

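The 5 genes with the largest increases in Ad-hHIF2 organoids that met the expression minimum were Epas1, Pthlh, Edn2, Galnt9 and Gm11843. Pthlh lies on chromosome 6 of GRCm38 from 147252101 to 147264183 and had a log2 fold change of 6.06 (standard error 0.195, adjusted p = 3.61e-07, edgeR quasi-likelihood test). It was at 25.6 ± 2.41 CPM (SD, n = 3) in Ad-hHIF2 and 0.411 ± 0.164 (SD, n = 3) in Ad-GFP organoids. Edn2, Galnt9 and the processed pseudogene Gm11843 had log2 fold changes of 5.77, 5.75 and 5.71. Among the 5 largest decreases, the processed pseudogenes Gm12671, Gm10359 and Gm7336 carried the same expected counts in every sample, because RSEM shared their reads equally. They were at 177.2 ± 26.0 CPM (SD, n = 3) in Ad-GFP organoids and at least 2370-fold lower in Ad-hHIF2 organoids, where none reached 3 counts. These 3 genes therefore measure a single group of reads. Whether those reads were assigned to other genes in the Ad-hHIF2 samples was not tested. The fourth was 1 of the 2 overlapping gene identifiers that the files name Atn1. It was at 3.42 ± 1.80 CPM (SD, n = 3) in Ad-GFP organoids and 0 in all Ad-hHIF2 samples. Its expected counts in Ad-hHIF1 replicates 1, 3 and 4 were 91.65, 0 and 0, so a value of 0 was not particular to HIF2. They were not whole numbers in 44.4% of samples, and reads shared between the overlapping identifiers remain possible. The last was the long noncoding RNA Gm10076, with a log2 fold change of -3.56 (standard error 0.809, adjusted p = 0.0115, edgeR quasi-likelihood test).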

The entire set of differentially expressed genes can be visualized in a volcano plot in **Figure 2B**. To validate our RNA sequencing results, we independently assessed the expression of 5 genes by qRT-PCR. 

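Stat6, on chromosome 10 of GRCm38 from 127642986 to 127660957, was at 63.9 ± 3.26 CPM (SD, n = 3) in Ad-hHIF2 organoids and 26.1 ± 0.889 (SD, n = 3) in Ad-GFP organoids. Its log2 fold change was 1.30 (standard error 0.0693, adjusted p = 5.36e-06, edgeR quasi-likelihood test). Aqp8, which encodes a water channel, rose from 0.536 ± 0.490 to 18.9 ± 3.00 CPM (SD, n = 3 each), a log2 fold change of 4.98 (adjusted p = 4.55e-05, edgeR). Nos2, which encodes inducible nitric oxide synthase, rose from 5.79 ± 0.567 to 125.2 ± 1.91 CPM (SD, n = 3 each), a log2 fold change of 4.43 (adjusted p = 8.06e-08, edgeR). Egr1, on chromosome 18 from 34859823 to 34864984, fell from 22.3 ± 3.54 to 4.43 ± 1.56 CPM (SD, n = 3 each). The log2 fold change of Egr1 was -2.35 (standard error 0.244, adjusted p = 0.00023, edgeR). Wnt4, on chromosome 4 from 137277489 to 137299726, fell from 9.47 ± 3.10 to 3.11 ± 1.50 CPM (SD, n = 3 each). The log2 fold change of Wnt4 was -1.61 (standard error 0.371, adjusted p = 0.0123, edgeR). With all 9 samples in a single edgeR fit it was -1.61 with an adjusted p of 0.0927, above the threshold. On log2(TPM + 0.1) the adjusted p of Wnt4 was 0.0512 (limma). A fit of all 9 samples with the background of normally silent receptor genes as a covariate was added after the data were seen. It gave Wnt4 a log2 fold change of -0.31 (adjusted p = 0.313, edgeR). The smallest adjusted p among the alternatives was 1.56e-17, with edgeR and no count filter, at a log2 fold change of -1.58. That fit was not tested on simulated data, so its small p is not stronger evidence for Wnt4. For each of these 5 genes the 3 Ad-hHIF2 samples lay entirely on one side of the 3 Ad-GFP samples. A two-sided exact permutation test of 3 against 3 samples cannot give a p below 0.10.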

Our results confirmed that *Stat6*, *Aqp8*, and *Nos2* were upregulated and that *Wnt4* and *Egr1* were downregulated in HIF2-overexpressing duodenal organoids compared to wild-type duodenal organoids, indicating that the RNA sequencing dataset is reliable (**Figure 2C**).

**Figure 2:**
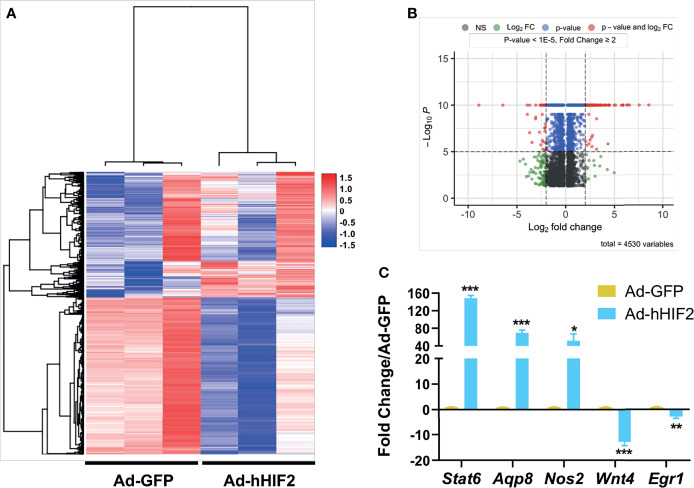
Differentially expressed gene profile in HIF2-overexpressing duodenal organoids. **(A)** Heatmap shows all the differentially expressed genes in duodenal organoids infected with Ad-hHIF2 or control Ad-GFP evaluated *via* RNA sequencing (n = 3 biological replicates/group). **(B)** Volcano plot of the differentially expressed genes. **(C)** qRT-PCR validation of the sequencing data in **(A)**. All error bars represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, by Student’s *t* test.

We also examined the transcriptome of HIF1-overexpressing organoids to gain more insight into how the HIFs regulate overall ISC biology. 

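The 3 Ad-hHIF1 samples were sequenced alongside the 3 Ad-GFP and 3 Ad-hHIF2 samples. They were normalized and tested against the same 3 Ad-GFP samples in a separate edgeR fit of 6 samples, so the HIF1 and HIF2 lists share their controls. A direct contrast of Ad-hHIF2 with Ad-hHIF1 was fitted over all 9 samples. The Ad-hHIF1 replicates were less alike than those of the other groups. In Ad-hHIF1 replicate 3, the satellite-like genes Gm10800 and Gm26870 took 15.96% of all expected counts, against 4.28% and 1.15% in replicates 1 and 4. The common biological coefficient of variation was 0.240 for Ad-hHIF1 and Ad-GFP. On the first 2 principal components, replicate 3 lay at -77.9 and -64.7 and the other Ad-hHIF1 samples at -17.3 and 7.7 and at 2.3 and 18.9.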

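Of 15233 genes tested between Ad-hHIF1 and Ad-GFP organoids, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.0789. At an unadjusted p below 0.05 there were 1308 genes, 136 of which changed at least 2-fold. The 3 Ad-hHIF1 samples lay entirely above or below the 3 Ad-GFP samples for 17.4% of genes, where chance gives 10%. The count stayed at 0 with each of the 6 samples left out in turn and with the replicate number as a block, although same-numbered samples did not deviate together (mean correlation 0.008). The setting that moved the count most was to keep every gene with a count, which gave 100 higher and 38 lower genes. A negative binomial-beta model written after EBSeq called 35 higher and 49 lower genes at a posterior probability of 0.95. On simulated data with 200 changed genes, 14.5% of that model's calls were false, against 1.0% for edgeR's quasi-likelihood test. The simulation took its spread from the Ad-hHIF2 and Ad-GFP samples, with a common coefficient of variation of 0.165 against 0.240 for Ad-hHIF1 and Ad-GFP. The false share also depends on how many genes truly change, which is unknown here. Neither rate can therefore decide between the counts for Ad-hHIF1. In the direct contrast, 376 genes were higher and 575 lower in Ad-hHIF2 than in Ad-hHIF1 organoids. All 376 higher genes had every Ad-hHIF2 sample above every Ad-hHIF1 sample, but only 436 of the 575 lower genes had every Ad-hHIF2 sample below. The paper lists 56 genes at 2-fold or more in Supplementary Table 3, and of the 49 tested here all 49 changed in the paper's direction and 38 had an unadjusted p below 0.05. That list was selected for change in these same samples, so neither count is independent evidence for it. The counts do not show how strongly HIF1 was overexpressed, since mouse Hif1a rose by a log2 fold change of only 0.49 (adjusted p = 0.486, edgeR). The paper reports HIF overexpression by western blot and qRT-PCR, which were not analysed here. The absence of calls in Ad-hHIF1 organoids therefore cannot be told apart from a weak dose of HIF1.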

Among the thousands of coding transcripts assessed, only 55 genes exhibited significant differential expression between control GFP- and HIF1-overexpressing duodenal organoids, in which 25 genes were upregulated and 30 genes were downregulated (**Supplementary Figure 1** and **Supplementary Table 3**). 

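Because 0 genes passed in Ad-hHIF1 organoids, no gene was called in both comparisons with edgeR. Of the genes given here, Nos2 had the smallest adjusted p in each comparison. In Ad-hHIF1 organoids it was at 13.0 ± 1.86 CPM (SD, n = 3), a log2 fold change of 1.17 over Ad-GFP (standard error 0.150, adjusted p = 0.161, edgeR). With all 9 samples in a single fit, Nos2 passed in both comparisons, at an adjusted p of 0.0123 for Ad-hHIF1 (edgeR). Across the edgeR, DESeq2 and limma alternatives, its adjusted p for Ad-hHIF1 ran from 2.18e-09 with edgeR and no count filter to 1 with DESeq2. The fit without a count filter was not tested on simulated data. Rasgrf1, Klhl3 and Ppp1r3c had log2 fold changes of 2.79, 3.28 and 2.66 in Ad-hHIF2 organoids, with adjusted p of 0.000164, 0.00301 and 0.00274 (edgeR). In Ad-hHIF1 organoids their log2 fold changes were 1.71, 1.63 and 2.33, and the smallest adjusted p of the 3 was 0.486 (edgeR). For these 3 genes every sample of either HIF lay above every Ad-GFP sample. Nanp had log2 fold changes of 1.77 in Ad-hHIF2 and 2.11 in Ad-hHIF1 organoids, with adjusted p of 0.147 and 0.577 (edgeR). Mical2 differed little, with log2 fold changes of -0.18 and 0.08. The genes Slc18a1, Gm37069, Hr, Gm12480, Gm13151, Gm21981, Vcp-rs and AY512931 were lower than in Ad-GFP organoids in every sample of both HIFs. Their log2 fold changes ran from -3.40 for Vcp-rs to -1.08 for Gm21981 in Ad-hHIF2 and from -4.32 for Vcp-rs to -1.14 for Slc18a1 in Ad-hHIF1 organoids. In Ad-hHIF2 organoids, Slc18a1, Hr, Gm12480, Vcp-rs and AY512931 passed both thresholds. Klhl30 and Gm4204 had too few counts to be tested. Gm28037, whose expected counts are partly shared with other genes, was at 46.6 ± 22.5 CPM in Ad-hHIF2, 51.6 ± 18.3 in Ad-hHIF1 and 82.5 ± 21.0 in Ad-GFP organoids (SD, n = 3 each), and the groups overlapped.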

Interestingly, the only genes commonly upregulated by HIF1 and HIF2 in our dataset were *Nanp*, *Ppp1r3c*, *Rasgrf1*, *Klhl3*, *Mical2*, and *Nos2*, and the only transcripts commonly downregulated by both HIFs were *Slc18a1*, *Gm37069*, *Hr*, *Gm12480*, *Gm13151*, *Gm21981*, *Klhl30*, *Vcp-rs*, *Gm4204*, *AY512931*, and *Gm28037* (**Supplementary Tables 2** and **3**). We then focused our attention on the HIF2 dataset, as HIF2 and not HIF1, has been shown to be the main HIF isoform driving GI radioprotection (22).

### HIF2 Induces Intestinal Non-Canonical *Wnt5a* Expression

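Expression of 20 genes, Sox2, Fgf1, Nedd9, Lif, Ptges, Wnt5a, Ccnd2, Net1, Csf1r, Vcan, Tgfa, Adam10, Flt1, Stat6, Ets1, Smad7, Adora2a, Klf4, Fn1 and Foxo1, was compared under both HIFs. In Ad-hHIF2 organoids 19 of the 20 passed both thresholds in edgeR's quasi-likelihood test. Their log2 fold changes ran from 1.10 for Foxo1 to 3.17 for Fgf1. All 20 had every Ad-hHIF2 sample above every Ad-GFP sample. The 20 genes are those the paper shows as differentially expressed in Figure 3A, picked from these same samples. Neither count is therefore independent evidence for them, and that choice also favours a contrast with Ad-hHIF1. Adora2a did not pass, with a log2 fold change of 1.14 (standard error 0.509, adjusted p = 0.128, edgeR). Csf1r was near the threshold, with a log2 fold change of 1.46 (standard error 0.474, adjusted p = 0.0475, edgeR), and its largest adjusted p with a sample left out was 0.144. The other 18 passed both thresholds with any sample left out. Sox2 rose from 3.36 ± 1.40 to 30.4 ± 3.70 CPM (SD, n = 3 each), and Nedd9 from 49.9 ± 4.01 to 321.9 ± 18.5 (SD, n = 3 each). In Ad-hHIF1 organoids 0 of the 20 genes passed, with log2 fold changes between -1.61 for Csf1r and 0.56 for Fgf1 and a smallest adjusted p of 0.486 (edgeR). Before adjustment, 7 of the 20 had a p below 0.05, 6 of them higher in Ad-hHIF1 organoids, and 5 of those with every Ad-hHIF1 sample above every Ad-GFP sample. Because the counts do not show how strongly HIF1 was overexpressed, a weak dose of HIF1 is not excluded as the reason for the difference.

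**Figure D1:**
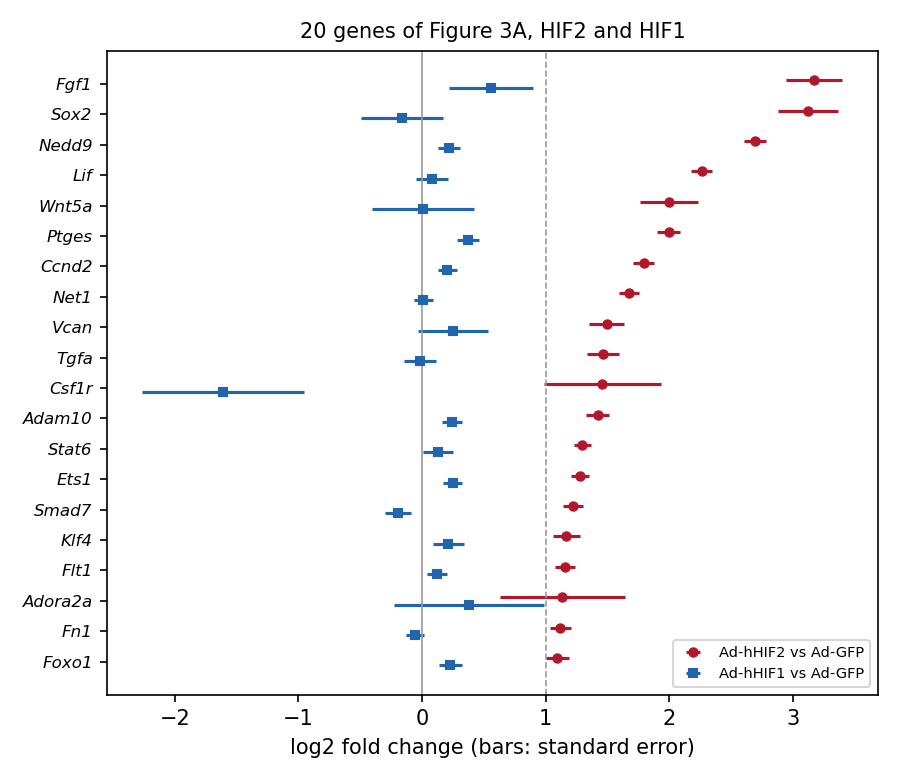
Log2 fold change of 20 genes against Ad-GFP on the horizontal axis, in Ad-hHIF2 organoids (circles) and Ad-hHIF1 organoids (squares), with standard errors as bars, a solid line at 0 and a dashed line at a 2-fold increase. All 20 genes lie to the right of the dashed line for Ad-hHIF2 and to its left for Ad-hHIF1.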

Interestingly, the HIF2-induced transcriptome included known radiation modulators as well as genes involved in GI healing and homeostasis, as highlighted in **Figure 3A** in blue and red, respectively. 

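Wnt5a encodes a secreted Wnt ligand and lies on the plus strand of chromosome 14 of GRCm38 from 28504750 to 28527448. It was at 4.50 ± 0.923 CPM (SD, n = 3) in Ad-hHIF2 organoids, 1.12 ± 0.108 (SD, n = 3) in Ad-GFP organoids and 1.12 ± 0.436 (SD, n = 3) in Ad-hHIF1 organoids. The log2 fold change over Ad-GFP was 2.00 in Ad-hHIF2 organoids (standard error 0.237, adjusted p = 0.000463, edgeR quasi-likelihood test). In Ad-hHIF1 organoids it was 0.01 (standard error 0.411, adjusted p = 0.998, edgeR), so a change smaller than the spread between replicates was not detectable. A weak dose of HIF1 in these organoids is not excluded either. The difference between the HIFs was tested directly and gave a log2 fold change of 1.98 (standard error 0.308, adjusted p = 0.0011, edgeR). Every Ad-hHIF2 sample lay above every Ad-GFP and every Ad-hHIF1 sample. With each sample left out in turn, the log2 fold change over Ad-GFP stayed between 1.88 and 2.16 in Ad-hHIF2 organoids and between -0.31 and 0.24 in Ad-hHIF1 organoids. With the replicate number as a block, they were 2.00 and -0.05. The expected counts of Wnt5a were whole numbers in all 9 samples.

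**Figure D2:**
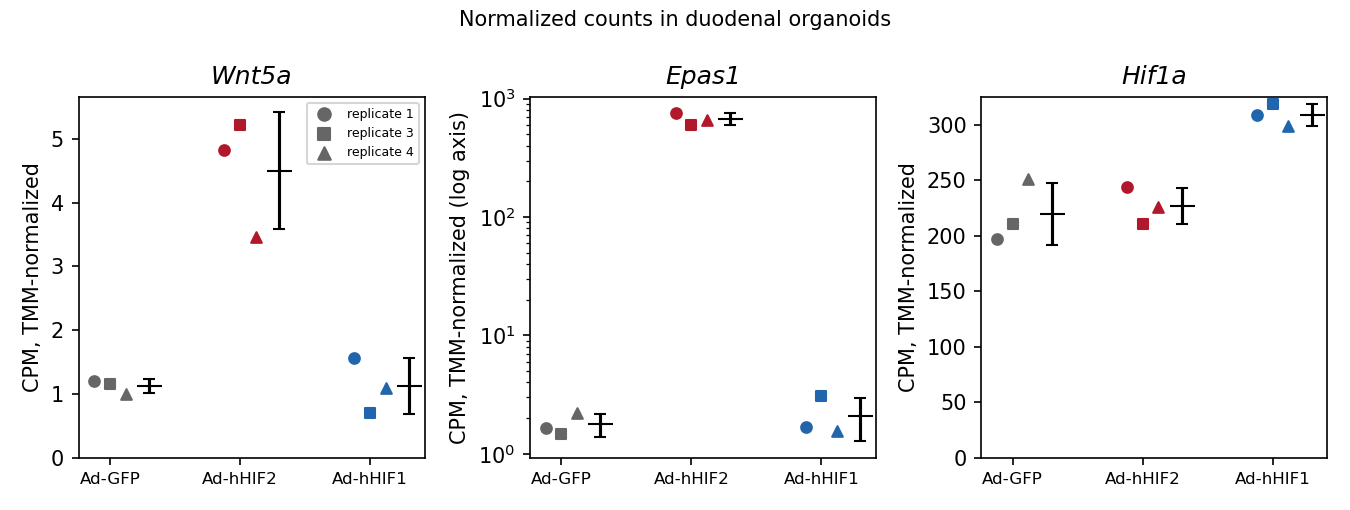
TMM-normalized CPM of Wnt5a, Epas1 and Hif1a in Ad-GFP, Ad-hHIF2 and Ad-hHIF1 organoids, with a point per sample (circle, replicate 1; square, replicate 3; triangle, replicate 4) and the mean ± SD beside them; the Epas1 axis is logarithmic. Wnt5a averaged 4.50 in Ad-hHIF2 organoids and 1.12 in both other groups.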

We identified *Wnt5a* as a transcriptional target of HIF2, but not HIF1 (**Figure 3A** and **Supplementary Tables 2** and **3**), and interestingly, Wnt5a has a known connection to non-canonical intestinal crypt regeneration (26). Thus, we took a candidate approach to further investigate its transcriptional regulation by HIF2. We verified that *Wnt5a* was upregulated by HIF2 using two approaches. First, we performed qRT-PCR to independently evaluate duodenal organoids that transiently overexpressed non-degradable *HIF2 via* Adeno-hHIF2 transduction (25), and found significantly increased *Wnt5a* expression by almost 50-fold compared to organoids transduced with Adeno-GFP (**Figure 3B**). Second, we generated duodenal organoids from mice that conditionally overexpressed non-degradable human *HIF2* by knock-in into the *Rosa* 26 *locus* (R26-LSL-hHIF2) (25), transduced them with either Adeno-Cre or control Adeno-GFP vectors, and assessed *Wnt5a* expression using qRT-PCR. Stable *HIF2* overexpression also resulted in significant upregulation of *Wnt5a* by 6-fold (**Figure 3C**). Together, these results suggest that HIF2 induces intestinal *Wnt5a* expression.

**Figure 3:**
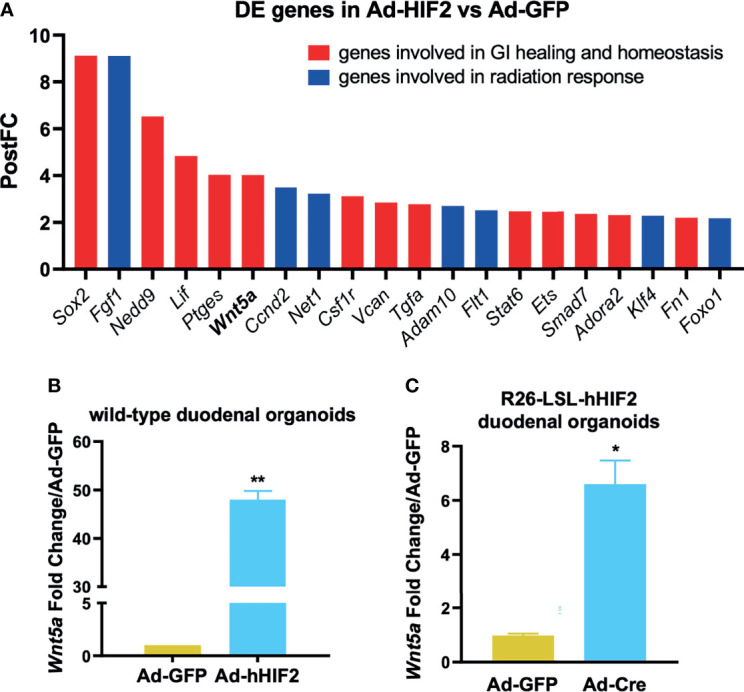
Candidate approach identifies Wnt5a as direct HIF2 target. **(A)** Post-Fold Change (PostFC) of 20 differentially expressed (DE) genes identified from the RNA sequencing analysis. **(B)** qRT-PCR validation of HIF2-induced *Wnt5a* upregulation in wild-type duodenal organoids infected with Ad-GFP or Ad-hHIF2. Data represents 3 biological replicates (3 technical replicates/mouse). **(C)** qRT-PCR showing HIF2-induced upregulation of *Wnt5a* in *LSL-hHIF2* duodenal organoids infected with Ad-GFP or Ad-Cre. Data represents 3 biological replicates (3 technical replicates/mouse). All error bars represent mean ± SEM. *P < 0.05, **P < 0.01, by Student’s *t* test.

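In the same edgeR fit, Lif had a log2 fold change of 2.26 in Ad-hHIF2 organoids (standard error 0.0844, adjusted p = 6.70e-07, edgeR), Ptges 2.00, Ccnd2 1.79, Vcan 1.49, Tgfa 1.46 and Adam10 1.42. Smad7 rose by 1.22, Fn1 by 1.12 and Flt1 by 1.16, and the Fn1 increase was measured at 1833 ± 116 against 846.8 ± 20.0 CPM (SD, n = 3 each). The paper's reported PostFC of Wnt5a is 4.02, and the fold change here was 4.00. The paper identifies Wnt5a as a target of HIF2 and not of HIF1, and follows it up because of its reported part in the regeneration of intestinal crypts.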

### HIF2 Directly Activates the WNT5A Promoter

The HIFs are transcription factors that recognize and bind hypoxia response elements (HREs) in promoter or enhancer regions to induce gene transcription (13). Thus, we analyzed the *WNT5A* promoter sequence to determine whether it contained putative HRE motifs and identified multiple low- and high-stringency HRE consensus sequences (**Figure 4A** and **Supplemental Figure 2**). To determine whether induction by HIF2 occurs directly or indirectly, we designed luciferase reporter constructs of the human *WNT5A* promoter spanning from 2,000 nucleotides upstream of the transcriptional start site (34) to 200 nucleotides downstream, containing five HRE consensus sequences that are closely associated with HIF ancillary sequences (HAS) and E-box motifs (**Figure 4A** and **Supplemental Figure 2**). HAS and E-box motifs are cis-element that are required for an HRE to be functionally active. Both motifs play a role in the recruitment of transcriptional machinery that together with HIF2 induce promoter activation (37–39).We transfected this construct into human embryonic kidney-derived Adherent 293 (AD-293**)** cells along with an expression vector encoding GFP or constitutively active human HIF1 or HIF2 (11) and performed dual luciferase reporter assays (25). We found that HIF2 significantly increased *WNT5A* promoter transactivation by eight-fold over GFP controls (**Figure 4B**). HIF1 only modestly affected promoter activity (**Figure 4B**).

**Figure 4:**
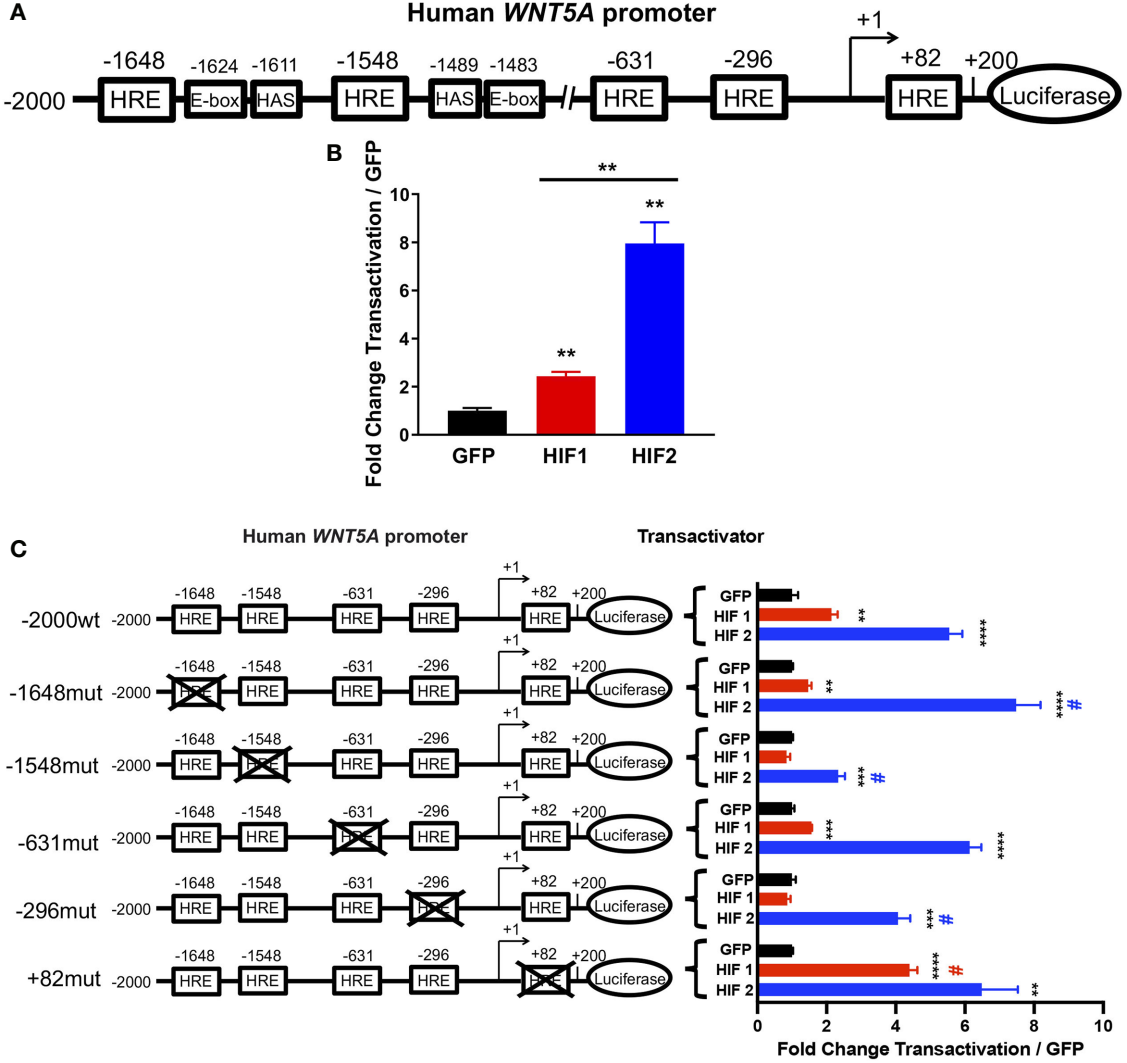
HIF2 directly activates the *WNT5A* promoter *via* HREs. **(A)** Human *WNT5A* promoter scheme showing distal (-1648, -1548, and -631) and proximal (-296 and +82) HREs identified by sequence analysis. **(B)** Dual luciferase reporter assay in AD-293 cells with wild-type human *WNT5A* promoter-luciferase construct and transactivation by HIF1, HIF2, or GFP control plasmids (n = 4 transfections/group). **(C)** Dual luciferase reporter assay in AD-293 cells with human *WNT5A* promoter-luciferase construct containing wild-type sequence (-2000wt) or mutations of distal (-1648mut, -1548mut, -631mut) and proximal (-296mut and +82mut) HREs with transactivation by HIF1, HIF2, or GFP control plasmids (n = 4 transfections/group). All error bars represent mean ± SEM. Asterisks indicate comparison of HIF1 or HIF2 to their respective GFP controls. **P < 0.01, ***P < 0.001, ****P < 0.0001, by Student's t test with False Discovery Rate two-stage step-up approach. # indicates comparison of construct transactivation in wild-type sequence to mutated sequences by HIF1 (red #) or by HIF2 (blue #); P < 0.05, by two-way ANOVA.

To understand if any specific HRE motif of the *WNT5A* promoter is required for its activation by HIF2, we performed mutational analyses. We engineered transversion point mutations on the guanine and cytosine nucleotides of three distal and two proximal putative HRE sites within the promoter, and transfected AD-293 cells with these constructs to perform promoter activation studies (**Figure 4C** and **Supplementary Figure 2**). We found that independently mutating the two most distal HREs in the *WNT5A* promoter had the most impact on HIF2-induced transactivation, and that these two HREs are differentially regulated by HIF2. The point mutation at the HRE in position -1548 significantly diminished the previously observed HIF2-induced promoter activation, suggesting that the -1548HRE is necessary for HIF2’s ability to bind and positively regulate the *WNT5A* promoter (**Figure 4C**). Importantly, this -1548HRE resides upstream of a HAS, which is also in close proximity to an E-box (**Figure 4A** and **Supplementary Figure 2**). Conversely, mutating the -1648HRE resulted in an increased ability of HIF2 to transactivate the *WNT5A* promoter, suggesting that it might be a repressive HRE. Although the HRE at -1648 resides nearby E-box and HAS motifs, HRE sites that are preceded by cytosine nucleotides on 5’ form E-box binding sites of other basic helix-loop-helix transcription factor families, and HIFs rarely recognize these (38). Moreover, while HIF2-induced gene upregulation is largely mediated by direct HIF2 binding to DNA motifs, HIF2-induced gene repression tends to occur indirectly through transcriptional co-repressors (37). Thus, we posit that direct binding of HIF2 to the -1548HRE promotes *WNT5A* transcription, whereas HIF2 interaction with the -1648HRE promotes the recruitment of repressive transcriptional machinery. The point mutations of the HREs at positions -631, -296, and +82 did not alter the activation of the WNT5A promoter by HIF2 (**Figure 4C**). Taken all together, our results indicate that HIF2 directly activates the *WNT5A* promoter, possibly by binding the -1548HRE.

### Wnt5a Increases ISC Survival and Cryptogenic Potential Following Radiation

Wnt5a is a non-canonical Wnt ligand that has been shown to promote the formation of new intestinal crypts in order to re-establish homeostasis after intestinal mucosal injury (26). To evaluate whether Wnt5a mediates HIF2-afforded GI radioprotection, we performed a spheroid formation assay, which is an *ex vivo* microcolony assay that allows us to evaluate potential radiation modulators in small intestinal organoid cultures (28). We treated CBRLuc-mCherry, a murine duodenal mCherry reporter organoid line (28), with recombinant Wnt5a (rWnt5a) 10 hours prior to irradiation, then exposed them to 0-8Gy of Xrays, and re-seeded single cells in Matrigel (**Figures 5A, B**). CBRLuc-mCherry organoids that were pre-treated with rWnt5a produced significantly higher relative bioluminescence levels six days after irradiation, compared to vehicle-treated organoids, indicating that rWnt5a increased the number of regenerating crypts (**Figure 5B**). Pre-treatment with rWnt5a significantly increased the cryptogenic capacity of CBRLuc-mCherry organoids exposed to 2 Gy and 4 Gy by 2-fold and 6-fold, respectively, and also increased the cryptogenic capacity of organoids exposed to 6 Gy by 2.8-fold, but this was not statistically significant (**Figure 5B**). Interestingly, CBRLuc-mCherry organoids that continued receiving rWnt5a treatment after irradiation did not display improved cryptogenic capacity (**Supplementary Figure 3A**). Moreover, initiating rWnt5a treatments only after irradiation also did not improve the cryptogenic capacity of CBRLuc-mCherry organoids (**Supplementary Figure 3B**). These results suggest that Wnt5a could be radioprotective to small intestinal crypts but does not mitigate radiation damage after it has occurred. A possible explanation for these results is that Wnt5a suppresses intestinal organoid proliferation by inducing TGF-β signaling (26), which would protect cycling ISCs from radiation, but would dampen their capacity to regenerate crypts if Wnt5a treatment was continued after the radiation injury was incited.

**Figure 5:**
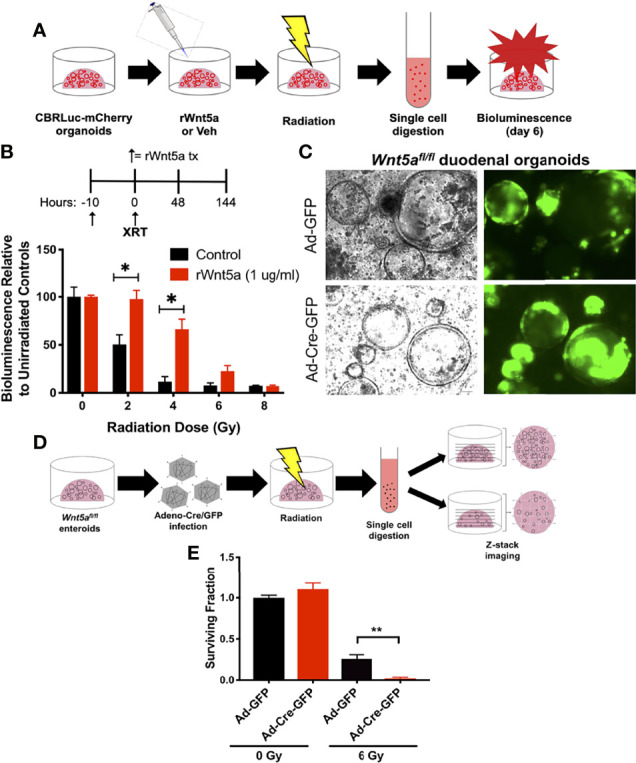
Wnt5a mediates HIF2-associated radioprotection of the small intestine. **(A)** Schematic representation illustrating how spheroid formation assays were performed using murine duodenal CBRLuc-mCherry reporter organoids to test whether rWnt5a radioprotects. **(B)** CBRLuc-mCherry organoids treated with vehicle (PBS) or 1 μg/ml rWnt5a for 10h were exposed to the indicated doses of ionizing radiation. Bioluminescence was measured 6 days post-radiation (n = 3 per group). **(C)** Wnt5a^fl/fl^ duodenal organoids were transduced with Adeno-Cre-GFP or control Adeno-GFP to generate Wnt5a knockouts. Representative bright field and GFP images are shown. **(D)** Schematic representation illustrating how spheroid formation assays were performed using Wnt5a^fl/fl^ duodenal organoids to test whether Wnt5a is necessary for crypt regeneration following radiation. **(E)** Wnt5a^fl/fl^ duodenal organoids infected with Adeno-Cre-GFP or Adeno-GFP were exposed to the indicated doses of ionizing radiation. Z-stack images were stitched and organoids larger than 150 μm in diameter were quantified 6 days post-radiation and mean surviving fraction is plotted (n = 3 per group). All error bars represent mean ± SEM. *P < 0.05, **P < 0.01, by Student’s t test.

To understand whether Wnt5a is necessary for intestinal crypt regeneration following radiation injury, we generated conditional *Wnt5a* knockout (*Wnt5a^CKO^*) duodenal organoids from *Wnt5a^fl/fl^* mice and transduced them with Adeno-Cre-GFP or control Adeno-GFP vectors. In agreeance with published work demonstrating that Wnt5a is dispensable for homeostasis in the gut postnatally (40), deletion of Wnt5a did not affect organoid growth or morphology (**Figure 5C**). We then performed a modified spheroid formation assay using the *Wnt5a^CKO^* duodenal organoids and z-stack imaging, rather than bioluminescence, to quantify regenerating organoids (**Figure 5D**). Loss of Wnt5a did not affect the cryptogenic capacity of unirradiated duodenal organoids (**Figure 5E** and **Supplementary Figure 4**), again confirming that *Wnt5a* is dispensable for crypt homeostasis (**Figure 5C**) (40). On the other hand, deletion of *Wnt5a* significantly reduced the fraction of surviving duodenal organoids after 6 Gy of radiation (**Figure 5E** and **Supplementary Figure 4**), indicating that Wnt5a is necessary for crypt regeneration following radiation. Furthermore, treatment with recombinant Wnt5a (rWnt5a) rescued Wnt5a-depleted duodenal organoids from radiation-induced ISC death (**Figure 6**). Taken together, these results suggest that Wnt5a increases ISC survival and is both necessary and sufficient for ISC radioprotection.

**Figure 6:**
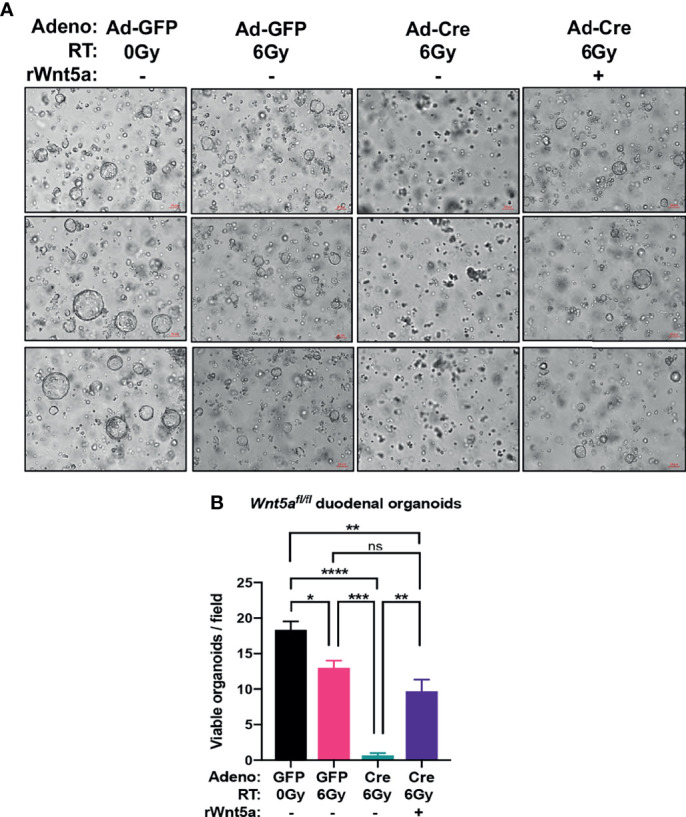
rWnt5a treatment rescues crypt regeneration in irradiated *Wnt5a^CKO^* duodenal organoids. *Wnt5a^fl/fl^* organoids were infected with Adeno-Cre-GFP or control Adeno-GFP, treated with vehicle or rWnt5a (600 ng/ml), and then treated with the indicated doses of ionizing radiation. **(A)** Representative bright field images with **(B)** quantification of viable organoids are shown 6 days after irradiation (n = 3 per group). All error bars represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns = not significant, by Tukey’s multiple comparisons test" instead of "*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns, not significant, by Tukey's multiple comparisons test.

## Discussion

Radiation therapy for abdominal and pelvic tumors is challenging because the small intestine is exquisitely radiosensitive, which limits the dose that can be delivered to tumors without major GI toxicity (2–6). Unfortunately, there are no FDA-approved therapies to prevent GI radiotoxicities. Multiple groups, including our own, have shown that HIF2 stabilization by pharmacological EGLN inhibition protects the small intestine against radiation (22, 23, 41, 42). However, the mechanism by which HIF2 radioprotects ISC and prevents GI radiotoxicity remains unclear. The current study provides mechanistic insight into how HIF2 reduces the radiosensitivity of the intestinal crypt. Moreover, to the best of our knowledge, this is the first study that evidences a convergence between non-canonical Wnt signaling and hypoxia signaling.

Here we used ISC-enriched 3D duodenal organoid cultures to mimic the small intestinal crypt and studied the mechanism of HIF2 radioprotecion by both transient and stable HIF2 overexpression. Unsurprisingly, the HIF2-induced intestinal transcriptome included many genes that are essential for normal GI homeostasis and barrier function, and interestingly, some of these genes have been implicated in cellular response to radiation. We took a candidate approach and focused our attention on Wnt5a, which has been shown to play roles in the development of the intestinal tract, the proliferation of ISCs, and their capacity to regenerate upon GI injury (26, 40, 43). In zebrafish embryos, Wnt5a has also been shown to regulate gastrulation and to ameliorate radiation-induced toxicity (43). Here we provide evidence that Wnt5a is a direct HIF2 target. We identified five major HRE sites within the human *WNT5A* promoter and our experiments in human cells confirmed that HIF2 directly activates the *WNT5A* promoter through a functional HRE motif located 1548 nucleotides upstream of the transcriptional start site. This -1548HRE site resides near HAS and E-box sequences, which help recruit transcriptional co-activators (38). Nevertheless, our promoter studies were focused on 2,2000 nucleotides surrounding the *WNT5A* transcriptional start site, thus, there could be additional distal HRE sites that are regulated by HIF2.

Our study is the first to show that Wnt5a could be a potential target to prevent GI radiotoxicity. We showed that Wnt5a is both necessary and sufficient for ISC survival and crypt regeneration after exposure to radiation. Deletion of *Wnt5a* completely impaired the ability of ISCs to form crypt spheres after being irradiated, and addition of rWnt5a rescued ISCs from radiation-induced cell death. Importantly, our phenotype was only reproducible when rWnt5a was administered before radiation treatments. Wnt5a signaling has been shown to inhibit both intestinal and hematopoietic stem cell proliferation (26, 44). Because radiation is more toxic to rapidly proliferating cells, suppression of cell proliferation prior to radiation would allow ISCs to sustain the effects of radiation. Wnt5a binds to the Frizzled (Fzd) family of cell surface receptors, including Fzd-1/2/4/5/7/8 (45), and its canonical co-receptors Lrp5/6 or its non-canonical co-receptors Ror1/2 and Ryk, and activates either the canonical Wnt/Beta-catenin pathway, the non-canonical planar cell polarity pathway, or the non-canonical Wnt/Ca^2+^ pathways (34). In intestinal organoids, non-canonical Wnt5a signaling through Ror2 induces TGF-β signaling and Smad3 phosphorylation with subsequent nuclear translocation, leading to increased expression of multiple cyclin-dependent kinase inhibitors, and ultimately arrest of cell proliferation (26). Thus, activation of these downstream signaling pathways could be a possible explanation for the relative success of Wnt5a as a radioprotector while failing to mitigate radiation injury post-exposure. It is important to note that our studies were limited to *ex vivo* duodenal organoid models and that our observations should be validated using *in vivo* GI radiation models.

Wnt5a has been implicated in tumor progression, raising concerns about its potential use as a GI radioprotective agent in cancer patients (46, 47). While this concern is warranted, HIF2 would only be activated for a short period only during radiation to reduce normal tissue toxicity, which may reduce the potential oncogenic effects of this molecule. Additional pre-clinical studies using cancer models to assess this relative risk are warranted before Wnt5a can be considered for clinical translation. Furthermore, we note that our radiation model employs conventional single fractions, whereas many GI radiation oncology regimens employ fractionated radiation. Accordingly, the extent of Wnt5a-afforded ISC radioprotection would need to be evaluated in the setting of fractionated regimens.

We note that HIF2 may have additional molecular mechanisms by which it promotes ISC survival and intestinal radioprotection. Prior studies have shown that HIF2 both protects and mitigates GI radiation injury (22), yet our results here suggest that Wnt5a does not mitigate intestinal crypt radiation injury. Thus, future studies should assess which HIF2 targets are potential GI radiation mitigators. For example, the *Neuroepithelial cell transforming 1* (*Net1*) gene, which was significantly upregulated in our HIF2 dataset, has been shown to play a role in DNA damage repair after ionizing radiation (48, 49). Similarly, *Ets1* and *Klf4* are transcription factors that are essential for stem cell self-renewal and can regulate DNA damage repair (50, 51), and both were significantly upregulated by HIF2.

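Net1, on chromosome 13 of GRCm38 from 3882018 to 3918220, was at 322.7 ± 16.3 CPM (SD, n = 3) in Ad-hHIF2 organoids and 101.6 ± 5.48 (SD, n = 3) in Ad-GFP organoids. Its log2 fold change was 1.67 (standard error 0.0811, adjusted p = 3.08e-06, edgeR quasi-likelihood test), and it stayed between 1.64 and 1.72 with each sample left out in turn. In Ad-hHIF1 organoids Net1 was at 102.4 ± 3.77 CPM (SD, n = 3), a log2 fold change of 0.01 over Ad-GFP (adjusted p = 0.969, edgeR).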

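Ets1, on chromosome 9 of GRCm38 from 32636221 to 32757820, was at 89.0 ± 4.49 CPM (SD, n = 3) in Ad-hHIF2 organoids and 36.8 ± 2.09 (SD, n = 3) in Ad-GFP organoids, a log2 fold change of 1.28 (standard error 0.0744, adjusted p = 9.37e-06, edgeR quasi-likelihood test). Klf4, on chromosome 4 from 55527143 to 55532466, was at 69.2 ± 3.35 (SD, n = 3) and 30.8 ± 4.72 (SD, n = 3) CPM. The log2 fold change of Klf4 was 1.17 (standard error 0.108, adjusted p = 0.000128, edgeR quasi-likelihood test). Both genes stayed past the 2-fold and adjusted p thresholds with each sample left out in turn. In Ad-hHIF1 organoids their log2 fold changes were 0.25 and 0.21, with adjusted p of 0.501 and 0.657 (edgeR).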

Moreover, our study was limited to the ISC compartment of the small intestine. However, other cellular compartments, such as the intestinal stromal niche, gut macrophages and the endothelial compartment have established roles in the intestinal response to injury (52, 53). Further investigation into these cellular compartments is required to fully dissect the role of HIF2 in the radiation responses of the intestinal tract.

## Data Availability Statement

The data presented in this study are deposited in the GEO repository, accession number GSE186927.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of The University of Texas MD Anderson Cancer Center.

## Author Contributions

Conceptualization, CG and CT. Data Curation, CG and SG. Formal Analysis, CG, AA, NK, SG, MD, and FL. Funding Acquisition, CG and CT. Investigation, CG, AA, and SG. Methodology, CG, SG, MD, HP-W, and CT. Project Administration, CG, SG, and CT. Resources, HP-W, AM, and CT. Software, FL and NN. Supervision, CT. Validation, CG, AA, NK, NN, and CT. Visualization, CG, AA, SG, NK, MD, and FL. Writing – Original Draft, CG, AA, NK, IJ, and CT. Writing – Review and Editing, CG, IJ, and CT. All authors contributed to the article and approved the submitted version.

## Funding

CT was supported by funding from the National Institutes of Health (NIH) under award number R01CA227517-01A1 and GI SPORE grant (P50CA221707), by the Cancer Prevention & Research Institute of Texas (CPRIT) under grant RR140012, by the V Foundation (V2015-22), by the Sidney Kimmel Foundation, by a Sabin Family Foundation Fellowship, by the Reaumond Family Foundation, by the Mark Foundation, by the Childress Family Foundation, by the McNair Family Foundation, and by generous philanthropic contributions to The University of Texas MD Anderson Moon Shots Program. CG was supported by the National Institute of Diabetes, Digestive and Kidney Diseases (NIDDK) of the NIH under award number F31DK121384. MD was supported by the National Cancer Institute (NCI) of the NIH under award number F31CA210631. CG, MD, AA, and IS were also supported by the NIH/NCI under award number U54CA096300/297. This work was also supported in part by NIH/NIDDK grant DK056338, which supports the Texas Medical Center Digestive Diseases Center, and by NIH/NCI Cancer Center Support Grants (CCSG) P30CA016672, which supports MDACC’s Sequencing and Microarray Facility.

## Conflict of Interest

CT is on the clinical advisory board of Accuray, as well as has a patent for oral amifostine as a radioprotectant of the upper GI tract issued, licensed, and with royalties paid from Xerient Pharmaceuticals and PHD inhibitors as a radioprotectant of the GI tract pending, and was the lead principal investigator of a multicenter trial testing the effects of high-dose SBRT with the radiomodulator, GC4419. CT is also a paid consultant for Phebra Pty, Ltd.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

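RNA sequencing of 9 duodenal organoid cultures was used, 3 each transduced with Ad-GFP, Ad-hHIF2 and Ad-hHIF1 and harvested about 72 hours after transduction at 50 particles per cell. Conditions and the replicate numbers 1, 3 and 4 were taken from the sample labels and the article. The authors removed low-quality reads, quantified transcripts with RSEM and tested with EBSeq. The article's text does not name the RSEM version, the aligner, the genome build, the annotation or the strandedness. The expected counts were made by the authors, who estimated them with RSEM from the quality-filtered reads; as deposited, they are not normalized. The deposited tables also hold TPM (length-scaled abundances), which RSEM computed from those counts and the genes' effective lengths; the TPM were used only in alternatives. Each table holds 46517 genes, and 85.7% of the expected counts are whole numbers.

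The expected counts were joined by gene identifier and rounded to whole numbers. Low-count genes were removed with edgeR's filterByExpr, counts were normalized by the TMM method and groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3). P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p below 0.05 and a change of at least 2-fold. Each HIF was compared with Ad-GFP in a fit of its own 6 samples without a block, and Ad-hHIF2 was compared with Ad-hHIF1 in a fit of all 9 samples. Values per sample are CPM (counts scaled to library size) with TMM factors over all 9 samples, given as mean ± SD. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. The pairing of samples comes from the replicate numbers in the labels, and the fit with the replicate number as a block was an alternative.

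Library totals ran from 21722618 to 51119041 expected counts. With 3 samples per group, the smallest p of a two-sided exact permutation test is 0.10. Where a group had at most 3 counts in every sample, a fold was given as a lower bound against 3 counts. Gene positions were taken from the GENCODE M21 annotation of GRCm38 by Ensembl identifier, which matched 46005 of the genes; they are the reference's positions and the files themselves hold none.

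The genes named in the text are every gene the article names for its RNA sequencing in the text, Figure 2C or Figure 3A, the mouse genes Epas1 and Hif1a, members of 14 gene sets written down beforehand, and the 5 largest increases and 5 largest decreases per comparison with Ad-GFP. These last had to pass both thresholds, to have non-overlapping groups and to have a mean normalized count of at least 100 in the higher group. No gene of the Ad-hHIF1 comparison met the rule. Gm10800, Gm26870, Sprr1a, AC132393.1 and Eno1b are exceptions that are named outside these criteria. Of the sets, 13 were tested; the set of goblet, Paneth and enteroendocrine genes had fewer than 3 tested genes. The sets were tested with camera at an inter-gene correlation of 0.01, adjusted over the sets and both comparisons.

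The alternatives were no count filter, at least 10 counts in every sample, median-ratio size factors, total counts only, DESeq2 1.42.0, limma-voom, limma on log2(TPM + 1) and log2(TPM + 0.1), unrounded counts, all 9 samples in a single fit (or only the 6 HIF samples), the replicate block, a robust fit, each sample left out in turn, other thresholds, and a negative binomial-beta mixture written after EBSeq's published model. That model kept genes whose 75th percentile of normalized counts was above 10, called genes at a posterior probability of equal expression below 0.05 and used the posterior fold change. Its fold was first the ratio of normalized means and was changed to the posterior fold change, which the article's Figure 3A and Supplementary Tables use, after the first counts had been seen; the change lowered its number of calls slightly in both comparisons. A fit with a background covariate was added after the data were seen. Counts with 200 changed genes were simulated from the real Ad-GFP means and the library sizes and spread of the Ad-GFP and Ad-hHIF2 samples. Only some of the methods were tested on them. These were the quasi-likelihood test with and without the replicate block, DESeq2, limma-voom, limma on both TPM scales and the model written after EBSeq. The other alternatives, among them the fit without a count filter, were not tested in this way. The quasi-likelihood test ran on 14645 simulated genes and recovered 96.5% of the changed genes, and 1.0% of its calls were false. The model written after EBSeq ran on 14769 genes and recovered 97.0%, with 14.5% of its calls false. Camera found all 10 shifted sets and none of 40 unchanged sets among 14661 genes. Python 3.11.15 and matplotlib 3.10.9 were used to read the files and draw the figures. The qRT-PCR, luciferase and irradiation experiments were not analysed here.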

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

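All tests on the genes that moved in opposite directions, the direct comparison and length-matched lists of the glycolysis targets, and the tests on the receptor genes outside the 10 highest and on depth within conditions were chosen after those results were seen; the other choices named in this closing section as alternatives were fixed before the data were examined, except the background covariate and the fold used in the model written after EBSeq, which was changed after its first counts had been seen.

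Of 178 genes that the paper names or that belong to the gene sets, 12 had all 3 Ad-hHIF2 samples on one side of the Ad-GFP samples and all 3 Ad-hHIF1 samples on the other, with a direct difference between the HIFs past both thresholds. Lower with HIF2 and higher with HIF1 were Egr1 (log2 fold change of Ad-hHIF2 over Ad-hHIF1 -2.77), Hmox1 (-2.58), Higd1a (-1.79), Egln1 (-1.36), Fam162a (-1.29), P4ha2 (-1.27), Eno1 (-1.10) and Spp1 (-1.07). Higher with HIF2 and lower with HIF1 were Cybrd1 (3.22), Smad7 (1.41), Fn1 (1.17) and Lrp5 (1.17). Hmox1 was at 82.9 ± 7.07 CPM in Ad-hHIF2, 331.1 ± 15.4 in Ad-GFP and 497.0 ± 34.7 in Ad-hHIF1 organoids (SD, n = 3 each), and its direct difference had an adjusted p of 6.40e-08 (edgeR). The changes in Ad-hHIF1 organoids alone did not pass the threshold for any of the 12, with a smallest adjusted p of 0.207 for Hmox1. With median-ratio factors and with total counts only, 10 of the 12 kept both directions; with total counts only, Fn1 and Lrp5 were higher by 0.03 and 0.01 in Ad-hHIF1 organoids. After the trend of log2 fold change on gene length was removed, 11 of the 12 stayed at least 2-fold apart, and Spp1 was at -0.98. With the background of silent genes as a covariate, all 12 passed the threshold, with a largest adjusted p of 0.00131. The expected counts were whole in every sample for 6 of the 12, namely Hmox1, Egr1, Egln1, Higd1a, Fam162a and Smad7, and reads shared with other genes remain possible for the other 6. All 12 differences also passed the adjusted p threshold with each of the 9 samples left out. The 6 genes with whole counts passed every one of these checks. The length, covariate and leave-out checks concern the difference between the HIFs, however, which the effect of HIF2 alone can carry, so they do not establish an opposite effect of HIF1. Shared reads are left open for the other 6 genes. The changes of sign of Fn1 and Lrp5 were no larger than the shift of all genes in Ad-hHIF1 organoids with total counts only (0.08), and the length trend moved Spp1 little, so scaling and length are not excluded for these genes but account for little of the difference between the HIFs. Opposite effects of the HIFs are a hypothesis only.

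The 19 HIF glycolysis targets also moved apart. Their median log2 fold change was -0.30 in Ad-hHIF2 organoids, where 3 of 19 were higher (adjusted p = 0.00741, camera), and 0.09 in Ad-hHIF1 organoids, where 16 of 19 were higher (adjusted p = 0.00907, camera). The median direct difference was -0.49, with 2 of 19 higher in Ad-hHIF2 (adjusted p = 3.03e-06, camera at a fixed correlation). The tests of this pattern did not give the same answer. Against lists matched on expression alone, set beforehand as an alternative and taken up as a test of this pattern afterwards, the set was not past the threshold in Ad-hHIF2 organoids (two-sided adjusted p = 0.282, Benjamini-Hochberg). Of 10000 lists matched on length and, more coarsely, on expression, a share of 7e-04 had a median as low, a figure that is one-sided and not adjusted. With total counts only, the median was -0.0391 in Ad-hHIF2 organoids, where the median of all genes was 0.24. With the correlation within the set estimated from the samples, the adjusted p of the direct difference was 0.357 (camera). No set passed in that version, and the smallest adjusted p was 0.109, for the proliferation genes. The pattern therefore cannot be told apart from the expression level of these genes or from genes that vary together between the few samples.

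Olfactory, vomeronasal, trace-amine and taste receptor genes, which the paper does not discuss, carried 469 normalized CPM in Ad-hHIF1 replicate 3. In the Ad-GFP samples they carried 88, 136.5 and 152.4, in the Ad-hHIF2 samples 31.8, 49.7 and 69.7, and in Ad-hHIF1 replicates 1 and 4 157.6 and 61.4. The background did not rise with library depth, since library total and background had a Pearson r of -0.561 (exact permutation p = 0.114) and a Spearman rho of -0.433 (exact permutation p = 0.25) over the 9 samples, and r was -0.525 without the 2 samples farthest in library total. A test added afterwards centred both on their condition and gave an r of -0.533 (exact permutation p = 0.12), so a higher background in shallower libraries is not excluded. A signal spread over the genome was expected to be of similar size in all families and not carried by a few genes, and this was not met. The 10 highest genes in Ad-hHIF1 replicate 3 held 80.7% of it, and the excess over the Ad-GFP mean ran from 1.64-fold for the Tas2r family to 3.93-fold for the Vmn family. A further test was added after that: outside the 10 highest genes over all samples, the remaining receptor genes showed an excess of 3.74-fold, and the index followed the satellite-like genes Gm10800 and Gm26870 across the samples. Reads from genomic DNA or unprocessed RNA may contribute to it; the counts alone do not separate them, and no biological explanation was tested, since replicate 3 shares its condition with replicates 1 and 4.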

How the results depend on the processing

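Wnt5a kept its direction and stayed past the adjusted p threshold in Ad-hHIF2 against Ad-GFP organoids under every alternative run, although under 2-fold on both TPM scales, with a log2 fold change from 0.17 on log2(TPM + 1) to 2.26 with total counts only. Against Ad-hHIF1 organoids it also stayed past the adjusted p threshold, with a log2 fold change from 0.22 to 2.28, but only just on log2(TPM + 1) (adjusted p = 0.0482, limma) and on log2(TPM + 0.1), where the adjusted p rounds to 0.05. On the TPM scales the pseudocount shrinks a gene of low expression. In Ad-hHIF1 against Ad-GFP organoids Wnt5a passed in none. Its log2 fold change of 0.01 turned to -0.0164 with limma-voom, -0.0439 on log2(TPM + 1), -0.25 on log2(TPM + 0.1) and -0.0522 with the replicate block, and it ran from -0.31 to 0.24 across the 6 fits that each left out a sample. Changes of this size are within the replicate spread.

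For Ad-hHIF2 against Ad-GFP, 1009 genes (435 higher, 574 lower) became 237 (196 and 41) on log2(TPM + 1), 614 with 259 lower at an adjusted p below 0.01, and 4416 (2381 and 2035) without a fold threshold. Total counts only gave 800 higher genes, 64.5% of the calls against 43.1%, after moving the median of all genes to 0.24. On log2(TPM + 0.1) the lower genes fell to 126 and 83.6% of the calls were higher, with the median of all genes at 0.30. All 9 samples in a single fit gave 379 lower genes, and the background covariate, chosen after seeing the data, 344. The fits without a sample gave 774 to 981 genes, 393 to 453 higher and 381 to 546 lower. With the replicate block there were 437 higher and 599 lower genes, of which 421 and 507 were also called without it. In simulated data, limma on log2(TPM + 1) recovered 39.5% and on log2(TPM + 0.1) 86.5% of the changed genes, against 96.5% with edgeR; the background is treated under the other observations, and for the other shifts the cause was not tested.

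For Ad-hHIF1 against Ad-GFP, 0 genes became 138 (100 higher, 38 lower) without a count filter, 84 (35 and 49) with the model written after EBSeq, 1 higher gene, Sprr1a, with DESeq2 and with limma-voom, 2 higher genes, Nos2 and Sprr1a, with all 9 samples, 2 higher genes, Nos2 and AC132393.1, with the robust fit, and 3 (2 higher, 1 lower: Nos2, Sprr1a and Eno1b) with the background covariate. Sprr1a, AC132393.1 and Eno1b were named after their values were seen. It stayed at 0 in the fits without a sample, with the replicate block and in the other alternatives; 1308 genes had an unadjusted p below 0.05. Genes shared by HIF1 and HIF2 went from 0 to 33 without a count filter, 29 with the model written after EBSeq, and 1, Nos2, with all 9 samples, the robust fit and the background covariate.

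For Ad-hHIF2 against Ad-hHIF1, 951 genes (376 higher, 575 lower) became 138 (121 and 17) on log2(TPM + 1), 408 with 64 lower on log2(TPM + 0.1), 601 with 288 lower with the background covariate, 523 with 215 lower at an adjusted p below 0.01 and 4008 (2137 and 1871) without a fold threshold. Limma-voom gave 338 lower genes. The fits without a sample gave 585 to 1160 genes, 323 to 394 higher and 262 to 766 lower; the highest was without Ad-hHIF1 replicate 4. Total counts only made 52.7% of the calls higher against 39.5%.

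Of the gene sets, 2 passed in each comparison with Ad-GFP. With the correlation estimated within each set, 0 passed in either, and with total counts only 1 passed in Ad-hHIF2. Against random sets matched on expression, 3 passed in Ad-hHIF2, all lower: proliferation, fetal-like and macrophage genes, and not the glycolysis targets. In Ad-hHIF1, 2 passed, the general HIF targets (higher) and the macrophage genes (lower). Mical2 had log2 fold changes in Ad-hHIF2 organoids of 0.0869 with total counts only, 0.0288 on log2(TPM + 1) and 0.0023 on log2(TPM + 0.1), against -0.18. Hif1a in Ad-hHIF2 organoids ran from -0.0187 to 0.17 and Epas1 in Ad-hHIF1 organoids from -0.11 to 0.42 across the 6 fits that each left out a sample. Among the other single genes and sets, 29 values moved to an adjusted p below 0.05 and 20 moved above it. A further 925 kept their direction and their side of that threshold. The size of the change and the 2-fold threshold played no part in these counts. Wnt4 had an adjusted p of 0.0512 on log2(TPM + 0.1) (limma), 0.0927 with all 9 samples and 0.313 with the background covariate (edgeR).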

Differences from the paper's values

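The paper reports 55 differentially expressed genes in Ad-hHIF1 organoids, and 0 were called here. None of the 22 alternatives set before the data were examined brought the total within 1.5 times the paper's; the model written after EBSeq is among them, although its fold was changed after its first counts had been seen. Of its upregulated genes the paper reports 25, against 0 here; the model written after EBSeq gave 35, which is within 1.5 times the paper's number, and the other 21 alternatives did not. Of its downregulated genes the paper reports 30, against 0 here; leaving out the count filter gave 38, within 1.5 times the paper's number, and the other 21 alternatives did not.

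The paper's Supplementary Tables give Gm28037 a PostFC of 0.0021 in Ad-hHIF2 and 0.00266 in Ad-hHIF1 organoids. The folds here were 0.570 and 0.626, and none of the 19 alternatives set before the data were examined closed either gap.

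The paper names genes that both HIFs raise. None was called in both comparisons here. Ppp1r3c, Rasgrf1, Klhl3 and Nos2 were called in both with the model written after EBSeq, Nos2 also with all 9 samples in a single fit and with the robust fit, Nos2 and Nanp without a count filter, and Mical2 in neither comparison under any setting. Nos2 was also called in both with the background covariate, which was chosen after seeing the values. Among the genes that the paper reports both HIFs to lower, Slc18a1, Gm37069, Hr, Gm12480, Gm13151, Klhl30 and Vcp-rs were called in both with the model written after EBSeq, and Vcp-rs and Gm4204 without a count filter. Gm21981, AY512931 and Gm28037 were called in both under no setting. The paper lists Adora2a among the differentially expressed genes of Figure 3A. Its log2 fold change of 1.14 did not pass here; it passed both thresholds without a count filter, with total counts only and with the model written after EBSeq. Figure 3A places Flt1 above Stat6, Ets1, Smad7 and Klf4, while the log2 fold changes here were 1.16 for Flt1, 1.30 for Stat6, 1.28 for Ets1, 1.22 for Smad7 and 1.17 for Klf4. The paper's Supplementary Table 2 puts Flt1 below these 4 genes, as found here. Figure 3A also places Csf1r above Vcan and Tgfa and Adora2a above Klf4, while Vcan was at 1.49, Tgfa and Csf1r at 1.46, and Adora2a at 1.14 here.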

Other observations

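The tests of background signal and of gene length, the lists matched on length and expression, and the comparison with the paper's tables were chosen only after those results were seen, and the estimated correlation and the lists matched on expression, set beforehand as alternatives, were taken up as explanations afterwards.

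Splits of the samples were compared for each count of differentially expressed genes. Of the 10 splits of the 6 samples, the real one and 3 others part all same-numbered pairs. For Ad-hHIF2 against Ad-GFP, 1 of these 4 splits, the real one, gave as many genes, and for Ad-hHIF2 against Ad-hHIF1 also 1 of 4. The other splits gave 0 genes in both. For Ad-hHIF1 against Ad-GFP, 4 of 4 gave as many genes, since the real split gave 0 (1308 at an unadjusted p below 0.05), and of the 6 splits that part a single pair the highest gave 1. With 10 splits the share cannot fall below 0.1, so chance cannot be ruled out by this count alone.

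Wnt5a was weighed against technical sources. Stromal cells left in the cultures are a candidate source of Wnt5a RNA, but the 8 tested of 16 stromal markers had a median log2 fold change of -0.27 in Ad-hHIF2 organoids, with 1 of 8 higher. The exception was Vim, which rose by 0.65 (adjusted p = 0.000454, edgeR). After the trend on gene length was removed, the log2 fold change of Wnt5a was 1.96, and with the background of receptor genes as a covariate it was 1.68 (adjusted p = 0.00893, edgeR); without the covariate the adjusted p ran from 6.97e-12 to 0.0234 over the edgeR, DESeq2 and limma alternatives. Its expected counts were whole numbers in 100% of samples, which gives no sign of reads shared with other genes. On these counts alone, an effect of HIF2 on Wnt5a RNA remains a hypothesis that these tests leave standing, on 3 samples per group. The paper's other evidence was not analysed here. It comprises qRT-PCR in Ad-hHIF2 organoids and in knock-in organoids, and reporter assays of the human promoter.

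Wnt4 followed the background of receptor genes. Over the 9 samples the log2 values had a Pearson r of 0.967 (exact permutation p = 9.09e-05, adjusted 0.000182) and a Spearman rho of 0.95 (exact permutation p = 0.000353, adjusted 0.000705), and r was 0.914 without the 2 samples farthest in background. In the 6 Ad-GFP and Ad-hHIF1 samples alone r was 0.939 (exact permutation p = 0.0153, adjusted 0.0153) and rho 0.829 (exact permutation p = 0.0583, adjusted 0.0583), but r fell to 0.527 without the 2 farthest samples, so within these groups the relation rests on them. These were the 2 relations computed. With the background as a covariate in the fit of all 9 samples, the log2 fold change of Wnt4 in Ad-hHIF2 organoids was -0.31 (adjusted p = 0.313, edgeR), against -1.61 without it. Lower background counts in the Ad-hHIF2 libraries may therefore account for the lower Wnt4 count. Background and condition overlap, and the sequencing counts alone cannot separate a fall of Wnt4 from lower background. The paper also reports lower Wnt4 by qRT-PCR, a separate measurement that was not analysed here. The expected counts of Wnt4 were not whole numbers in 88.9% of samples, so reads shared with other genes remain possible too.

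The genes called lower in Ad-hHIF2 organoids were weighed against the same background. In Ad-hHIF1 samples, which had no part in those calls, the 574 lower genes sat higher in replicate 3, which had the most background, than in replicates 1 and 4, by a median of 0.28 (log2). The 435 higher genes differed by -0.04. Replicate 3 is a single sample that also differs from the others in its satellite-like counts, so this comparison cannot tell background from its other differences. In the fit of all 9 samples the covariate took the lower genes from 379 to 344, with 238 called in both, and the higher from 403 to 399, with 336 called in both. Of the 574 lower genes, 343 were called in the fit of all 9 samples without the covariate and 236 with it, so part of the lower calls may reflect background; the change of fit itself brings in Ad-hHIF1 replicate 3, and the share due to background was not separated. Gene length was weighed too: log2 fold changes rose with length (Spearman rho 0.193 across genes, which are not independent), from a median of -0.21 among the shortest genes to 0.12 among the longest, but 508 of the 574 lower genes stayed at least 2-fold lower once the trend was removed.

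The 20 proliferation genes had a median log2 fold change of -0.42 in Ad-hHIF2 organoids, with 1 of 20 higher (adjusted p = 0.0126, camera), and the paper does not report on them. Of 10000 lists matched on length and expression, a share of 8e-04 had a median as low (one-sided), and against lists matched on expression alone the adjusted p was 0.0052 (two-sided, Benjamini-Hochberg). With the correlation within the set estimated, the adjusted p was 0.517 (camera). In that version 0 sets passed in either comparison with Ad-GFP, so its result is not specific to the proliferation genes. It leaves open whether the fall reflects genes that vary together between samples. In the direct comparison of the HIFs, chosen afterwards, the proliferation genes had a median difference of -0.43, with 0 of 20 higher in Ad-hHIF2 organoids. The adjusted p was 0.00262 (camera at a fixed correlation) and 0.109 with the correlation estimated. Against Ad-GFP, 13 of 20 were higher in Ad-hHIF1 organoids, with a median of 0.09 (adjusted p = 0.521, camera). The general HIF target set was higher in Ad-hHIF1 organoids, with 16 of 19 genes higher and a median of 0.19 (adjusted p = 1.34e-05, camera, and 0.517 with the correlation estimated).

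The deposited counts were compared with the group means in the paper's Supplementary Tables. Of 1994 matched genes in the part of the Ad-hHIF2 table used here, 1773 were within 1% of the means computed here with median-ratio factors, and 17 differed by more than 0.5 (log2). Of 454 in the Ad-hHIF1 table, 391 were within 1% and 11 differed that much. With the 182 genes of both tables counted once, all 26 differing genes had expected counts that were not whole, against 39.9% of the 2240 others (Fisher's exact test, p = 5.21e-11, which treats genes that share reads as independent). Reads shared between near-identical or overlapping genes, which RSEM divides by estimation, may therefore account for these differences; Gm28037 is among such genes.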
